A study of Arabidopsis thaliana with 2 samples. Its data were reported in "Single-cell profiling of Arabidopsis leaves to Pseudomonas syringae infection" (2023).

How the data were processed

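Single-cell RNA-seq was performed by the authors on protoplasts from leaves of 4-week-old *Arabidopsis* plants, 24 h after syringe infiltration with *P. syringae* DC3000 lacking *hopQ1* and labelled with mCherry, called DC3000 here (optical density 0.0001), or with 10 mM MgCl2. Leaf layers were separated with tape before digestion, which enriches mesophyll cells, and 40000 protoplasts were loaded per library to capture about 10000 cells. Samples were grouped by the treatment named in their labels, with 1 library per treatment.

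Reads were processed by the authors with Cell Ranger 6.0.1 against the Araport11 reference and with Velocyto, which separates spliced from unspliced molecules. The per-library matrices hold raw UMI counts per gene and barcode, deposited as Cell Ranger called them, and the joint matrix holds raw spliced UMI counts per gene for the cells that the authors kept. The sum of spliced counts in each cell matched the tally in the authors' annotation. The authors kept cells with a mitochondrial share under 1% and a spliced UMI total between 10% of the total of the 100th richest cell and 50000. The lower limits recorded in the annotation were 4394 UMIs in Mock and 4208.5 in DC3000. The upper limit was exceeded by 74 kept Mock cells and 44 kept DC3000 cells, which were retained here. Other columns deposited by the authors hold the library, the cluster number and the cell type transferred from a published leaf data set. Clusters were made by the authors in Seurat after SCTransform and anchor integration of both libraries, without genes that respond to protoplasting. The module score values deposited by the authors summarise the genes that rose or fell with DC3000 in their bulk RNA-seq, and the deposited velocity pseudotime and latent time scores run from 0 to 1 by a method not given in the sources used here. The bulk RNA-seq was not analysed here.

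Droplet counting has several effects on the values. Only 3' ends are counted, so near-identical 3' ends of family members can share molecules. RNA released by broken protoplasts can enter any droplet. Protoplasting itself changes expression in both libraries. The infiltrated leaves of a treatment were pooled before capture, so differences between plants cannot be separated from differences between treatments.

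Counts were read as sparse matrices with scipy 1.17.1 and pandas 2.3.3 in Python 3.11.15. Spliced UMIs were summed per library, and per library and cluster type, and divided by the summed UMIs of all genes to give CPM. Log2 ratios are DC3000 over Mock with 0.5 counts added to each sum. Folds are ratios of CPM without this addition, and a fold against 0 counts was set against a floor of 3 counts over the group. Sums have exact Poisson 95% intervals, shares have exact Clopper-Pearson intervals (for a share of 0, the limit given is 3 counts over the number of cells), and ratios have conditional exact intervals, all of which cover counting error only. Genes with at least 100 UMIs over both libraries were counted as apart when their CPM differed at least 2-fold. No p-value was computed, because cells of 1 library are not replicates. The median log2 ratio of a gene list was placed among 10000 random lists of the same size, each gene being drawn from the 100 nearest in mean expression.

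Genes named in the text were, with the exceptions given here, chosen by a rule fixed before the data were examined, as were the comparisons, markers and most of the alternative settings. The rule takes the 6 reporter genes, the genes PR1, EDS5, CORI1, CORI3 and ABI1, PIP members that go against their family, the 5 highest and 5 lowest ratios among genes with at least 500 UMIs, and the 3 highest and 3 lowest within Other Mesophyll. Outside this rule, MDL3 (the most abundant gene of the immunity list), EDR4, BIK1, AIR12, PIP1;1 and PIP2;1 were named after their values were seen, and PIP2;2, PIP2;3, PIP2;4 and PIP2;8 were named for shared sequence or low counts. Symbols were given by the joint matrix for 53 genes and otherwise come from the RefSeq annotation of the TAIR10.1 assembly, matched by locus code, or from the study's lists. Coordinates come from the same assembly and are counted from 1. Cell type markers (5 per type, for mesophyll, guard, companion, bundle sheath, vasculature and epidermis) were used to check the authors' clusters and to examine transferred types.

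For shares of cells with a UMI, each cell was thinned without replacement to 5000 UMIs. Diffusion pseudotime was computed with scanpy 1.11.5 on 2000 variable genes, 5 principal components and 15 neighbours, with the root in cluster M6, as the cell with the lowest signature score in the cluster with the lowest mean score. Monocle 3, used in the study, was not used here. Genes that respond to protoplasting were kept for this pseudotime and for the clustering described next. That clustering used no integration of the libraries. The clustering without responsive genes left out 3478 genes and used 2000 variable genes, 50 principal components, 20 neighbours and Leiden resolution 0.8 (igraph 0.11.9), and each of its 16 clusters took the type most of its cells have in the authors' annotation. TMM factors came from edgeR 4.0.16 in R 4.3.3, and no edgeR test was run.

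Alternatives were other scalings, filters on low counts, removal of organelle genes, all barcodes in place of kept cells, the mean over cells of each cell's CPM, cells of at least 10000 UMIs, other thinning depths, other pseudotime settings and the clustering without responsive genes. Removal of doublets by scrublet was also intended, but its automatic threshold marked 0 cells in either library, so it did not work on these data and gave no values. After the data were seen, an alternative without the 8% of cells with the highest doublet scores (448 Mock and 504 DC3000 cells) and one with Cell Ranger UMIs of the same cells were added. No doublets were removed otherwise.

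The count and list calculations were tested on simulated Poisson counts for DC3000 against Mock over all kept cells (15919 genes). Of 200 genes changed 4-fold, 97.5% were recovered as at least 2-fold apart, and 0 unchanged genes were called. A simulated list of 25 genes changed 4-fold reached percentile 100, and 5 of 100 unchanged lists lay outside percentiles 2.5 to 97.5. This simulation has no variation between plants or libraries, so it tests the arithmetic and not the precision of a treatment effect. Plots were drawn with matplotlib 3.10.9.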

Results

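To examine how single leaf cells respond to a virulent bacterium, leaves of 4-week-old *Arabidopsis thaliana* (Col-0 ecotype) were infiltrated by syringe with *Pseudomonas syringae* pv. tomato DC3000 or with 10 mM MgCl2 as a mock treatment. The labels name the strain DC3000, and the study describes it as a deletion mutant of the effector gene *hopQ1* that carries an mCherry fluorescent label and remains virulent on *Arabidopsis*. *P. syringae* is a leaf pathogen that multiplies between the mesophyll cells, which make up the photosynthetic tissue inside the leaf. Protoplasts, which are cells freed from their walls by enzymes, were prepared 24 h after infiltration and profiled with droplet-based 3' single-cell RNA sequencing. Each treatment gave 1 library, made from leaves pooled over several plants. The 2 libraries are called Mock and DC3000 here. Because there was no replicate library, every difference below compares these 2 libraries, no test between treatments was possible, and the 95% intervals cover counting error only.

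The Mock library held 11399 barcodes, of which 5601 (49.1%) were kept by the authors as cells. The DC3000 library held 11645 barcodes and 6294 kept cells (54.0%). The kept cells carried 112529267 spliced unique molecular identifiers (UMIs, each counting 1 captured transcript) in Mock and 109140851 in DC3000. A Mock cell had a median of 18778 UMIs and 3484 genes, and a DC3000 cell had a median of 15725 UMIs and 3552 genes. Over all 11895 kept cells the medians were 17017 UMIs and 3521 genes, and 22160 of 27655 genes had at least 1 UMI. The filters stated in the study's methods, when applied to the per-library matrices, left 5374 Mock and 6128 DC3000 cells. Those matrices hold the UMIs that Cell Ranger counted, which are more than the spliced UMIs, and by spliced UMIs 118 kept cells lay above the stated upper limit of 50000.

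The first comparison asked which cell states held cells of each treatment. The authors' annotation has 18 clusters, of which M1 to M14 are mesophyll (93.7% of kept cells), and B15, P16, G17 and C18 are bundle sheath, vasculature, guard and companion cells. None of the 14 mesophyll clusters had a marker of another cell type among its 10 leading genes by fold, but this check is weak, because P16 and C18 had 0 of their own markers there too. Epidermis markers summed to 841 CPM (UMIs of a gene per 1000000 UMIs) in M13 and 423 CPM in M11, against at most 92.8 CPM in the other mesophyll clusters. The study groups M1 and M2 as Immunity Mesophyll, M3 as Transition Mesophyll, M4 and M5 as Susceptibility Mesophyll and the remaining mesophyll clusters as Other Mesophyll. Immunity Mesophyll held 6.16% of Mock cells (exact binomial interval 5.54 to 6.82) and 17.8% of DC3000 cells (16.8 to 18.7). Transition Mesophyll held 2.43% (2.04 to 2.87) and 8.98% (8.28 to 9.71), respectively. Susceptibility Mesophyll held 6.82% of Mock cells (6.17 to 7.51) and 25.4% of DC3000 cells (24.3 to 26.5). Other Mesophyll held 78.3% of Mock cells (77.2 to 79.4) and 41.5% of DC3000 cells (40.2 to 42.7). Clusters M1 to M5 held 34.8% of all kept cells, and M5 alone held 14.2%. DC3000 cells made up 79.2% of the cells in M1 to M5 (77.9 to 80.4) and 52.9% of all kept cells.

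These clusters were built with genes that respond to the bacterium, so their sizes are set here beside another clustering of both libraries. It left out the listed genes and the genes at least 2-fold apart between the libraries. Unlike the authors' clusters, it was made without integration of the libraries. What it changes can therefore not be laid on the left-out genes alone. In that clustering, the clusters matched by majority to Immunity Mesophyll held 0.411% of Mock and 20.8% of DC3000 cells, those matched to Susceptibility Mesophyll held 0.0893% (5 cells) and 35.6%, and those matched to Other Mesophyll held 95.3% and 38.5%. No cluster took Transition Mesophyll as its majority. In the clusters matched to responsive types, from 60.1% to 79.7% of cells had the type they were matched to. DC3000 cells made up 99.2% of the cells in the clusters matched to responsive types. With 1 library per treatment, a cluster drawn almost entirely from 1 library can follow the library as well as the treatment, so no direction is read from cluster sizes alone. The mesophyll cells fell into different clusters in the 2 libraries: the largest clusters of Other Mesophyll were M7 (791 of 4387 cells), M6 (762) and M10 (626) in Mock, and M6 (448 of 2610 cells), M8 (433), M11 (403) and M7 (400) in DC3000. Immunity Mesophyll was mostly M1 and Susceptibility Mesophyll mostly M5 in both libraries.

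**Figure D1:**
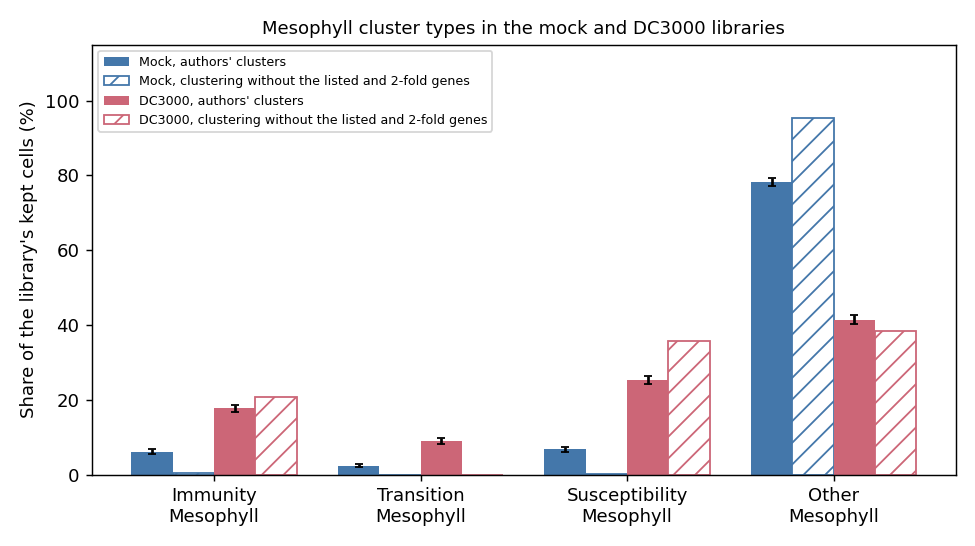
Share of each library's kept cells (percent) in the 4 mesophyll cluster types, with filled bars for the authors' clusters (error bars, exact binomial 95% interval) and hatched bars for the clustering made without the listed and 2-fold genes. Susceptibility Mesophyll held 6.82% of Mock and 25.4% of DC3000 cells in the authors' clusters, and 0.0893% and 35.6% in the other clustering, in which no cluster was matched to Transition Mesophyll.

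To compare gene expression over all kept cells, UMIs were summed per library and divided by the library's total UMIs to give CPM. Of 15920 genes with at least 100 UMIs over both libraries, 2736 were at least 2-fold higher in DC3000 and 714 at least 2-fold lower, so that 79.3% of the genes at least 2-fold apart were higher in DC3000. The 20 most abundant genes took 25.2% of the UMIs in Mock and 19.2% in DC3000, and the median log2 ratio (DC3000 over Mock) of all genes tested was 0.29. Scaling by trimmed mean of M-values (TMM), which removes this shift, gave 1796 higher and 1520 lower genes (54.2% higher), and scaling by the median of ratios gave 1815 and 1499 (54.8% higher). A log2 ratio over all kept cells that is quoted below can be read against this shift of 0.29.

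The 5 highest ratios among genes with at least 500 UMIs belonged to AT3G13610, FMO1, AT5G63225, BSMT1 and ARD3. AT3G13610 had 0 UMIs in Mock and 4355 in DC3000 (39.9 CPM), and FMO1 had 0 and 1650 (15.1 CPM). Against a floor of 3 UMIs over the Mock library, AT3G13610 was at least 1497-fold higher and FMO1 at least 567-fold higher in DC3000. AT5G63225 had 3 UMIs in Mock and 2581 in DC3000, a ratio of 887 with a counting interval of 303 to 4304. BSMT1 rose from 0.0889 to 45.4 CPM and ARD3 from 0.204 to 81.1 CPM. The 5 lowest ratios belonged to EXL5, AT5G38700, HAT1, XTH19 and AT1G33760, with log2 ratios of -2.78, -2.48, -2.45, -2.31 and -2.29. Within Other Mesophyll, the highest ratios were those of ARD3 (0 UMIs in Mock and 564 in DC3000, at least 354-fold), AT3G16660 (2 and 924 UMIs, a ratio of 869 with a counting interval of 240 to 7187) and LURP1 (0.184 and 27.8 CPM). The lowest there were LTP2 (58.9 and 10.6 CPM), LTP3 (19.3 and 4.26 CPM) and EXO (23.3 and 6.90 CPM). None of the genes named for all kept cells changed direction under the alternatives tried over all cells, while those named within Other Mesophyll were not recomputed.

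Among the immune genes named in the study, PR1 rose from 3.26 CPM (2.94 to 3.61) in Mock to 351 CPM (347 to 354) in DC3000, a ratio of 108 (97.0 to 119). With the barcodes that were not kept included, the log2 ratio of PR1 was 5.63 in place of 6.75, and the left-out Mock barcodes alone held 706 PR1 UMIs. EDS5 rose 7.40-fold, from 10.99 to 81.3 CPM. Among the genes named for susceptibility, CORI1 rose 8.80-fold (23.3 to 205 CPM), CORI3 rose 4.94-fold (493 to 2432 CPM) and ABI1 rose 1.77-fold (63.7 to 113 CPM). The log2 ratio of ABI1 was 0.83 by CPM and 0.53 by TMM.

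The next comparison concerned 2 gene lists that the study used for its immunity and susceptibility scores. The study chose these genes partly by bulk RNA-seq of the same experiment, so they are not independent of it. The 25 immunity genes had a median log2 ratio of 0.93 (0.83 to 1.16), against 0.26 for the middle of 10000 random lists matched on mean expression, and this placed the list at percentile 99.98. Of these genes, 18 were higher in DC3000 and 12 at least 2-fold higher. The 21 susceptibility genes had a median log2 ratio of 1.27 (1.14 to 1.38), above all 10000 random lists (percentile 100, middle 0.27), with 18 higher and 12 at least 2-fold higher. The alternative that moved these medians most was TMM scaling, which gave 0.63 and 0.98. The summed UMIs of the lists rose by a log2 ratio of 0.13 for immunity and 1.72 for susceptibility. MDL3 supplied 54.1% of the immunity list's UMIs in Mock and 47.9% in DC3000, and CORI3 supplied 32.2% and 48.3% of those of the susceptibility list.

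To separate a change within cells from a change in cluster sizes, the lists were then compared within each cluster type. The susceptibility list rose in all 4 mesophyll types of the authors' clusters: its summed log2 ratio was 0.75 in Immunity Mesophyll, 1.49 in Transition Mesophyll, 1.49 in Susceptibility Mesophyll and 0.63 in Other Mesophyll. In Susceptibility Mesophyll, the list went from 4279 CPM (4230 to 4328) in Mock to 11984 CPM (11944 to 12024) in DC3000. In the clustering without the listed and 2-fold genes, this last ratio changed sign, to -0.42, on only 5 Mock cells. Among the 4 mesophyll types, the summed immunity list was highest in Immunity Mesophyll in both libraries, with 8914 CPM (8838 to 8990) in Mock and 8148 CPM (8107 to 8189) in DC3000, where bundle sheath cells held 8674 CPM (8533 to 8818). Its summed log2 ratio was therefore -0.13 in Immunity Mesophyll, and it was 0.23 in Transition Mesophyll, -0.18 in Susceptibility Mesophyll and 0.20 in Other Mesophyll. The median over the 25 genes was -0.21 in Immunity Mesophyll, 0.92 in Transition Mesophyll, 0.57 in Susceptibility Mesophyll and 1.25 in Other Mesophyll, so that sum and median differed in sign in Susceptibility Mesophyll. The median log2 ratio of all genes within these types was 0.32, 0.42, 0.27 and 0.17. Within Immunity Mesophyll the immunity list was split, with 10 of its genes at least 2-fold higher in DC3000 and 3 at least 2-fold lower. The 2 negative sums of the immunity list did not hold in the other clustering, where they were 0.52, on the 6 and 17 Mock cells of the clusters matched to Immunity Mesophyll, and 1.35, on 5 Mock cells.

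**Figure D2:**
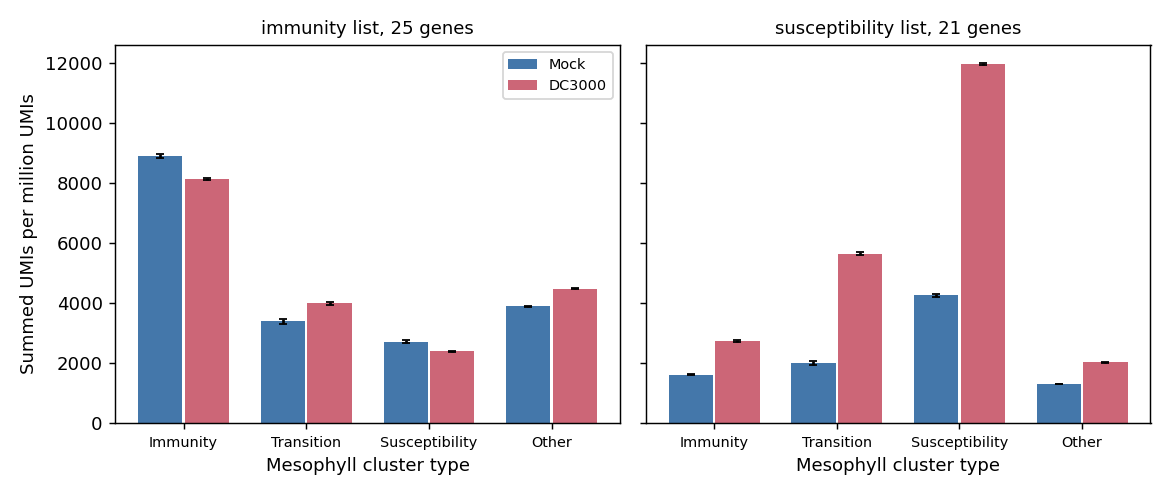
Summed CPM of the 25 immunity genes and the 21 susceptibility genes in the 4 mesophyll cluster types of the Mock and DC3000 libraries (bars, pooled value of all cells of the type; error bars, exact Poisson 95% interval). The immunity list was 8914 CPM in Mock and 8148 CPM in DC3000 within Immunity Mesophyll, and the susceptibility list went from 4279 to 11984 CPM within Susceptibility Mesophyll.

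Expression was next examined for the 6 genes that the study followed with reporter lines. Their positions are given in the TAIR10.1 assembly used here, since the authors' tables carry locus codes of the Araport11 annotation and no coordinates. All are annotated as protein-coding, and each span covers the whole gene. The immune genes were FRK1 (AT2G19190, a receptor-like kinase, chromosome 2, 8326049 to 8329944), LipoP1 (AT3G18250, a putative membrane lipoprotein, chromosome 3, 6258060 to 6258426) and CBP60g (AT5G26920, a transcription factor, chromosome 5, 9475679 to 9478777). The susceptibility genes were EXPA10 (AT1G26770, an expansin, chromosome 1, 9259432 to 9261313), PIP1;4 (AT4G00430, an aquaporin, chromosome 4, 185285 to 187680) and ILL5 (AT1G51780, an amidohydrolase-like gene, chromosome 1, 19204512 to 19206586).

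Over all kept cells, all 6 were higher in DC3000, under each alternative tried. FRK1 rose from 0.507 CPM (0.384 to 0.656) to 7.86 CPM (7.34 to 8.41), LipoP1 from 6.83 CPM (6.36 to 7.33) to 187 CPM (185 to 190), and CBP60g from 7.78 CPM (7.28 to 8.32) to 88.4 CPM (86.7 to 90.2). EXPA10 rose from 7.5 CPM (7.003 to 8.02) to 56.2 CPM (54.8 to 57.6), PIP1;4 from 76.8 CPM (75.2 to 78.4) to 255 CPM (252 to 258), and ILL5 from 1.25 CPM (1.05 to 1.48) to 56.2 CPM (54.9 to 57.7). TMM scaling was the alternative that moved these genes most, and it lowered the log2 ratio of PIP1;4, the smallest of the 6, from 1.73 to 1.44.

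Within cluster types of the DC3000 library, the immune genes were highest in Immunity Mesophyll, with 30.9 CPM for FRK1, 802 CPM for LipoP1 and 391 CPM for CBP60g, against 1.60, 27.4 and 17.6 CPM in Susceptibility Mesophyll. LipoP1 and CBP60g in Transition Mesophyll were at 536 and 142 CPM. The susceptibility genes were highest in Susceptibility Mesophyll, with 187 CPM for EXPA10, 630 CPM for PIP1;4 and 170 CPM for ILL5, against 3.23, 81.3 and 16.6 CPM in Immunity Mesophyll. Between libraries, all 6 genes were higher in DC3000 within Immunity, Susceptibility and Other Mesophyll, although the interval of EXPA10 in Immunity Mesophyll (ratio 1.73, 0.899 to 3.65) included no difference. EXPA10 in Transition Mesophyll was the exception, at 12.5 CPM (8.02 to 18.6) in Mock and 10.4 CPM (8.18 to 13.1) in DC3000, a difference not detectable at this depth, and one that changed sign when cells were weighted equally. In the clustering without the listed and 2-fold genes, 3 of the 6 were higher in DC3000 in Susceptibility Mesophyll, where only 5 Mock cells remained.

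**Figure D3:**
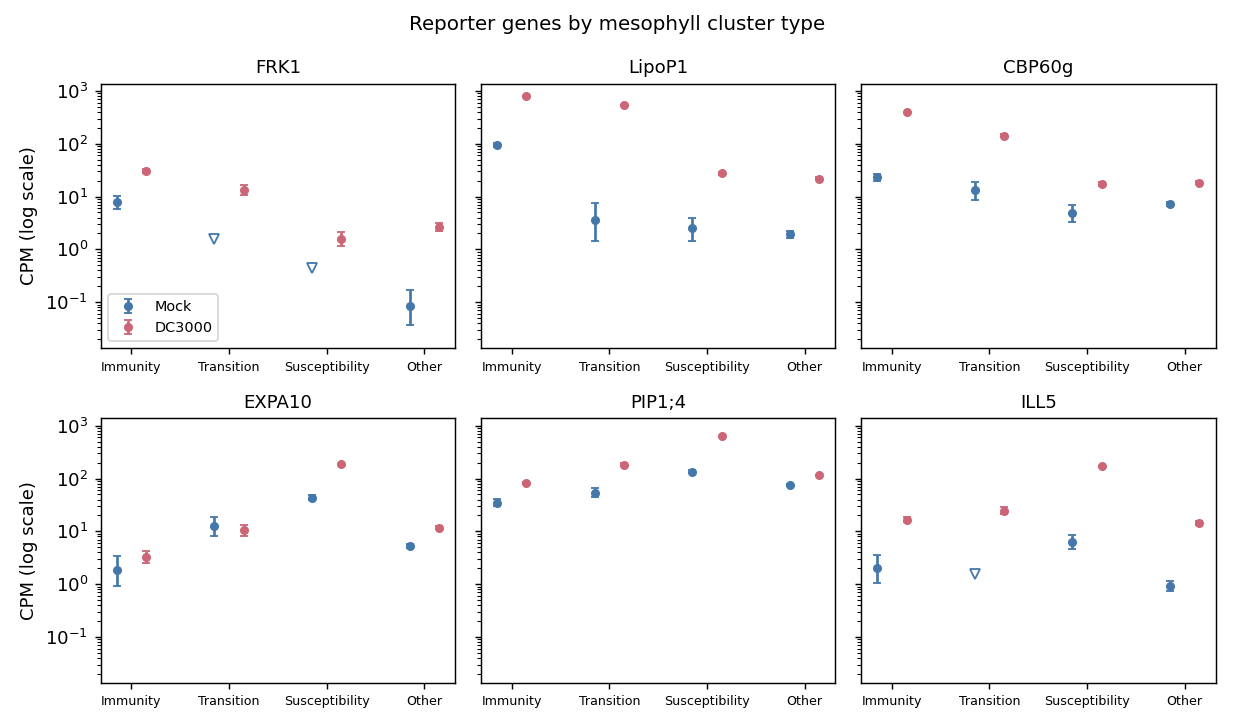
Level of the 6 reporter genes (CPM, log scale) in the 4 mesophyll cluster types of the Mock and DC3000 libraries (points, pooled value of all cells of the type; error bars, exact Poisson 95% interval; open triangles, the level of 3 UMIs where 0 were counted). In DC3000, LipoP1 was at 802 CPM in Immunity Mesophyll and 27.4 CPM in Susceptibility Mesophyll, and PIP1;4 was at 81.3 and 630 CPM.

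To compare the share of cells with a reporter UMI at equal depth, each cell was thinned to 5000 UMIs, which left out 229 Mock and 307 DC3000 cells. Companion cells (67 in each library) served as a background type, since free RNA in the suspension can add UMIs to any droplet. They are cells of the same leaves, so this background can hold their own expression as well as free RNA. For example, PIP1;4 was already seen in 10.4% of Mock companion cells. The share of cells with a FRK1 UMI was 0.186% (0.0893 to 0.342) in Mock and 3.72% (3.26 to 4.24) in DC3000, with 0 of 67 DC3000 companion cells, which allows a share of up to 4.48%. LipoP1 was seen in 1.17% and 23.6% of cells, with 5.97% of DC3000 companion cells. CBP60g was seen in 3.56% and 17.4% (companion 1.49%), EXPA10 in 2.03% and 10.6% (companion 0 of 67), PIP1;4 in 26.6% and 45.3% (companion 28.4%) and ILL5 in 0.503% and 12.8% (companion 4.48%). At this depth the FRK1 share over all cells did not exceed what the companion background allows, whereas in DC3000 Immunity Mesophyll it was 12.7% (10.7 to 14.8). The LipoP1 share was 72.6% in DC3000 Immunity Mesophyll and 9.78% in Susceptibility Mesophyll, the latter within the companion interval (1.65 to 14.6). Without thinning, at median depths of 18778 and 15725 UMIs, the shares were larger, for example 2.62% and 33.7% for LipoP1, with 16.7% of DC3000 companion cells (median 15565.5 UMIs). For FRK1 they were 0.536% and 7.66% (7.01 to 8.34), with 1.39% of DC3000 companion cells (0.0352 to 7.497), so that the intervals overlapped. The background of EXPA10 depended on depth, with 9.43% of 53 DC3000 companion cells at 10000 UMIs, where the share over all DC3000 cells was 15.3%, and 11.1% of 72 without thinning, where it was 18.3%.

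Water transport was examined through the 13 genes of the plasma membrane intrinsic protein (PIP) aquaporin family. The ratio of CPM in Susceptibility over Other Mesophyll, taken within a library, was at least 1.5 for 10 of 13 genes in DC3000 and for 7 of 13 in Mock, and these counts were the same relative to the median of all genes. PIP1;1 had a ratio of 10.5 (10.2 to 10.8) in DC3000 and 4.10 (3.84 to 4.37) in Mock, and PIP2;1 had 6.71 (6.59 to 6.84) and 2.91 (2.82 to 3.00). PIP1;5 went against the rest of the family, with 0.136 (0.121 to 0.152) in DC3000 and 1.18 (1.10 to 1.26) in Mock. Its level was 147 CPM in Mock and 11.1 CPM in DC3000 within Susceptibility Mesophyll, and 125 and 81.5 CPM within Other Mesophyll. The comparison that moved PIP1;5 most was that with all other cells, which gave 0.210 in DC3000. PIP2;4 and PIP2;8 were near the floor in Susceptibility and Other Mesophyll of both libraries and carry no ratio. PIP2;2 and PIP2;3 share 11.1% and 12.9% of the 50-base words at their 3' ends with another family member, so their separate counts are uncertain.

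**Figure D4:**
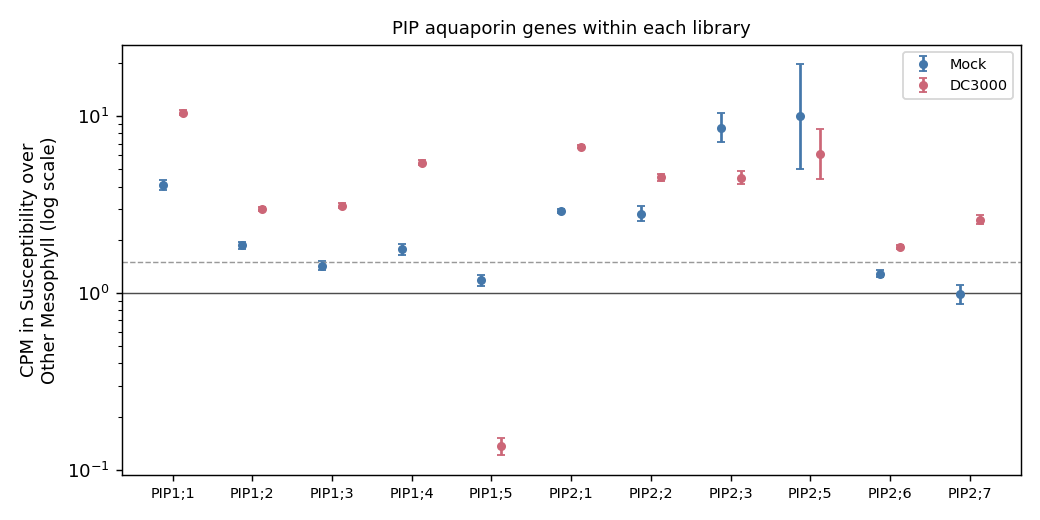
CPM in Susceptibility Mesophyll over CPM in Other Mesophyll (log scale) within the Mock and DC3000 libraries for the PIP genes with more than 3 UMIs in each group (points, ratio of pooled counts; error bars, exact 95% counting interval; solid line, ratio of 1; dashed line, ratio of 1.5). PIP1;5 is at 1.18 in Mock and 0.136 in DC3000, while PIP1;1 is at 4.10 and 10.5.

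To order the infected mesophyll cells along a trajectory, diffusion pseudotime was computed for 5838 DC3000 cells of M1 to M14 without M13, in place of the method used in the study. The median pseudotime, on a scale from 0 to 1, was 0.593 (0.557 to 0.627) in Other Mesophyll, 0.770 (0.767 to 0.775) in Transition Mesophyll, 0.794 (0.789 to 0.8003) in Susceptibility Mesophyll and 0.840 (0.835 to 0.843) in Immunity Mesophyll. The intervals describe cells of 1 library and not replicates. The types kept this order with 20 principal components, with another root cell and without the listed genes. With 20 principal components, the medians of Transition and Susceptibility Mesophyll moved together, to 0.804 (0.795 to 0.809) and 0.806 (0.802 to 0.810). Within the types, M4 had a median of 0.850 and M5 of 0.784, so that M4 lay between M1 (0.834) and M2 (0.856).

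**Figure D5:**
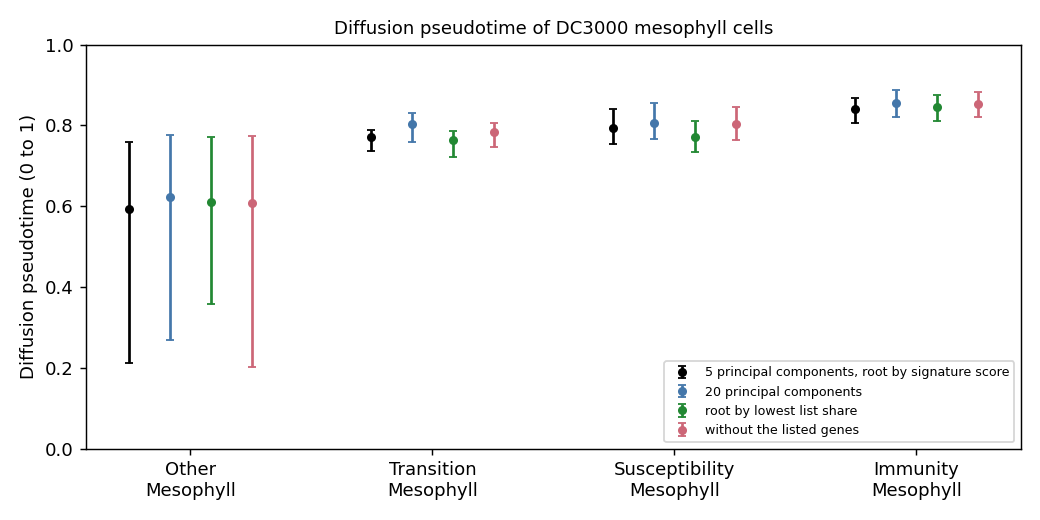
Diffusion pseudotime (0 to 1, no unit) of DC3000 mesophyll cells in the 4 cluster types under 4 settings (points, median over cells; bars, lower to upper quartile over cells). The median was lowest in Other Mesophyll (0.593 with 5 principal components) and highest in Immunity Mesophyll (0.840).

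The deposited annotation also tallies chloroplast transcripts and unspliced UMIs per cell. Chloroplast genes took 4.15% of spliced UMIs in Mock and 3.86% in DC3000. Unspliced UMIs were 3.56% of the total in Mock and 3.51% in DC3000, a difference of -0.05 percentage points, which was 0.01 in Other Mesophyll alone. The unspliced share was lower in DC3000 within the responsive types, at 3.64% in Mock and 3.27% in DC3000 in Susceptibility Mesophyll, 3.59% and 3.39% in Transition Mesophyll, and 3.95% and 3.79% in Immunity Mesophyll. Median shares per cell over all cells differed by -0.18 percentage points for chloroplast genes and by -0.07 for unspliced UMIs.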

Values the study reported

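The study reported 11,895 single-cell transcriptomes, with a median of 3,521 genes and 17,017 unique transcripts per cell. It grouped them into 18 clusters, of which the mesophyll clusters held about 93.7% of the cells. It stated that over 70% of the cells in clusters M1 to M5 came from the pathogen treatment, and that these clusters made up 34.8% of all cells, with 14.2% in M5. Among the 13 PIP genes, the study counted 10 as induced in clusters M4 and M5.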

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

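In this part, the tests of free RNA for the immunity list, of its sum without MDL3 relative to all genes and of carried-over and evenly spread molecules for PR1 were chosen only after the result was seen, and the tests of the transferred types were written once the shares of cells, but not the test values, were known, while the doublet test was read anew and the epidermis test was split by library once their values had been seen.

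The immunity list moved in opposite directions between mesophyll types, although this difference between types was not tested and cannot be with 1 library per treatment. Its median log2 ratio was -0.21 and its summed log2 ratio -0.13 in Immunity Mesophyll, and its sum was -0.18 in Susceptibility Mesophyll, while sums and medians were above 0 in Transition and Other Mesophyll. Relative to the median of all genes in each type, the sums were -0.45 in Immunity, -0.18 in Transition, -0.45 in Susceptibility and 0.03 in Other Mesophyll, so the rise of the sum in Transition Mesophyll depends on the scaling. For the median in Immunity Mesophyll, scaling by total UMIs would leave the list at or above the median of all genes, but it lay below it (-0.53), which argues against scaling there. A different mix of clusters stays open for the median, because it was 0.051 within M1 and 0.94 within M2 when each was taken alone (-0.15 and 0.41 relative to all genes), and M2 made up a larger part of Immunity Mesophyll in DC3000 (448 of 1118 cells) than in Mock (82 of 345). For the sign of the sum by CPM, 1 abundant gene was tried as an explanation, and the log2 ratio in Immunity Mesophyll was 0.13 without MDL3. That value still includes PR1, which rose there from 30.1 CPM in Mock to 1312 CPM in DC3000. Of the 25 genes, 12 were higher there and 13 lower, and 10 were at least 2-fold higher against 3 at least 2-fold lower. The median thus hides a split list. The log2 ratio without both MDL3 and PR1 was not computed. The list went from 8914 CPM in Mock to 8148 CPM in DC3000 there, and MDL3 from 4438.5 to 3251.6 CPM. Set beside the rise of PR1, these values leave the rest of the list lower in DC3000. The sign therefore cannot be laid on MDL3 alone. MDL3 accounts for only part of the place of the sum below all genes, because relative to their median the sum was -0.45 with MDL3 and still -0.19 without it. The clusters were built on genes such as these, so cells of either library enter Immunity Mesophyll when such genes are high, and the sum was 0.52 in the clustering without them, on the 6 and 17 Mock cells of the clusters matched to this type. A difference in the response of the cell types to the treatment remains open and untested.

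The same list rose in Other Mesophyll, where 23 of 25 genes were higher in DC3000 and the median log2 ratio was 1.25. Within its 9 clusters the median ran from 0.35 (M7) to 1.42 (M12) and the pooled value exceeded that of every cluster but M12, so the mix of clusters may add to its size, while the sum was below 0 in M8 (-0.12), M11 (-0.11) and M14 (-0.15). Free RNA from responding cells could give such a rise, and it was tested in 4 forms. The first set the list against the highest of all markers and gave no verdict. In the next, the median rise in Other Mesophyll was 19.6% of the level over the whole library, above the 1.55 to 4.65% reached there by 4 guard and vasculature markers, and above the 7.38% by which the list rose in companion cells, with a larger rise than there for 18 of the 23 genes. That form had argued against free RNA, and it was replaced after its value was seen, because free RNA need not have the mix of the kept cells. The form used in its place compares types: the 10 list genes under 1 CPM in Mock Other Mesophyll summed to 79.6 CPM (77.1 to 82.1) there in DC3000, against 53.3 CPM (40.9 to 68.3) in companion cells, 74.99 in bundle sheath, 109 in vasculature and 110 in guard cells. The ratio to companion cells was 1.49, just under the 1.5 set as the limit, but it rested on PR1: without it, the other 9 genes summed to 23.8 CPM (22.5 to 25.2) in Other Mesophyll and 20.6 CPM (13.2 to 30.7) in companion cells, a ratio of 1.16. In the last form, which took the other 15 genes, the rise in Other Mesophyll exceeded that in companion cells beyond counting error for 4 (EDR4, BIK1, MDL3 and AIR12, chosen after their values were seen), but that in each of the 4 other types for 0. For these 4 genes, free RNA alone would need companion cells to have lowered their own level. Free RNA and expression in Other Mesophyll cells cannot be told apart for the list, because the intervals in the small types are wide and a like level of the 10 genes in all types would arise from either.

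PIP1;5 stood apart from its family because its ratio of Susceptibility over Other Mesophyll was 0.136 in DC3000 and above 1 in Mock, a difference between the libraries that was not tested. It did not rest on 1 of the susceptibility clusters, as the ratio was 0.256 in M4 and 0.103 in M5. Molecules shared with other PIP genes are argued against too, since 0% of the 50-base words at the PIP1;5 3' end occur in another PIP gene. Free RNA would bring the types closer together and was not tested further. PIP1;5 was lower in DC3000 in all 8 cluster types, from a ratio of 0.0693 in Transition Mesophyll to 0.653 in Other Mesophyll. A lower level of PIP1;5 in responsive cells after infection may be biological, but this is a hypothesis from 1 library per treatment, and a difference between the pools of plants stays open.

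Cell types transferred from a published data set were used only for annotation, and they differed between libraries within the mesophyll clusters. A type other than mesophyll was given to 17.3% of DC3000 cells in Immunity Mesophyll (Mock 5.80%), to 6.19% in Transition Mesophyll (Mock 0.735%) and to 8.89% in Other Mesophyll (Mock 4.67%), but to 1.31% in Susceptibility Mesophyll in both libraries. Lower depth of DC3000 cells is argued against, because among Immunity cells of at least 10000 UMIs the share was 20.9% in DC3000 and 6.22% in Mock. Among the 193 DC3000 Immunity cells of any depth with another type, 112 were called hydathode, for which no markers were listed, so that group was not tested. The 60 called bundle sheath, 53 of them in M2, held bundle sheath markers at 592 CPM, which is 15.4% of the level in bundle sheath cells outside mesophyll and far above the 5.61 CPM of Immunity cells called mesophyll. Real cells of that type may therefore be part of M2. Droplets that hold a mesophyll and a bundle sheath cell could give the same intermediate level: 11.7% of the 60 were among the 8% of cells with the highest doublet scores, which by the limit set beforehand would have argued against doublets. Because scrublet's own threshold marked 0 cells in these data, the value was afterwards read as excluding nothing. The median depth of the 60 cells was 16738.5 UMIs, against 15916.5 over all DC3000 Immunity cells, which goes against droplets with 2 whole cells but not against a small part of another cell.

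Barcodes that the authors left out for few UMIs carried more PR1 than the kept cells. In DC3000 they held 1345 CPM (1323 to 1368), against 73.4 CPM (68.1 to 79.0) in Mock. In the kept cells of the same matrices the levels were 334 and 3.11 CPM, so left-out barcodes were 4.03-fold higher in DC3000 and 23.6-fold higher in Mock. Molecules carried over from DC3000 do not account for the Mock value, because 20.5 UMIs of AT3G13610 would accompany its 706 PR1 UMIs and 0 were found. An even spread of free RNA as the whole source is argued against in both libraries. In Mock, 33 left-out barcodes held at least 5 PR1 UMIs where 0.0106 would. In DC3000, 759 did and an even spread gives 819, but 404 barcodes held more than an even spread by depth gives to at most 5.35 (56 in Mock, where at most 5.80 would), and 1 barcode of 3519 UMIs held 134. These 404 held 58.4% of the left-out PR1 UMIs in DC3000, so free RNA as part of the source stays open. More epidermal cells among left-out barcodes is argued against in Mock, where epidermis markers were 1.14-fold their level in kept cells, but it stays open in DC3000, where they were 4.98-fold higher and may mark another cell mix. Left-out barcodes also had more chloroplast UMIs (14.4% against 3.92% in Mock), and whether damaged cells explain PR1 there was not tested.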

How the results depend on the processing

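In this part, the settings without the cells of the highest doublet scores and with Cell Ranger UMIs were chosen only after the data were seen. Over 71 results, 293 alternative values were computed, of which 169 stayed within the counting interval or within 1.5 times the count, 118 moved and 6 changed sign. These 6 are the changes of sign named below. They do not include EXPA10 in Transition Mesophyll with cells weighted equally. Nor do they include the reporter genes no longer higher in Susceptibility Mesophyll in the other clustering. Removal of doublets by scrublet's own threshold gave no values, since it marked 0 cells. No paired analysis was possible because each treatment has 1 library.

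The clustering without the listed and 2-fold genes moved most, and it also lacked the integration of the libraries that the authors' clusters had. Immunity Mesophyll held 0.411% of Mock and 20.8% of DC3000 cells, Transition Mesophyll 0% in both, Susceptibility Mesophyll 0.0893% and 35.6%, and Other Mesophyll 95.3% and 38.5%, and DC3000 cells made up 99.2% of responsive cells. No comparison within Transition Mesophyll could be made. The summed immunity list changed sign in Immunity Mesophyll (0.52) and in Susceptibility Mesophyll (1.35) and was 0.089 in Other Mesophyll. The susceptibility list was 0.86 in Immunity Mesophyll, changed sign in Susceptibility Mesophyll (-0.42) and was 0.41 in Other Mesophyll, and 3 of 6 reporter genes were higher in Susceptibility Mesophyll. Only 5 Mock cells were left in Susceptibility Mesophyll, and 6 and 17 in the clusters matched to Immunity Mesophyll, which limits the depth of these values, and the cause of the other moves was not tested.

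With cells of at least 10000 UMIs, Transition Mesophyll fell to 1.72% of Mock and 6.73% of DC3000 cells, and Other Mesophyll was 80.7% and 43.7%. The cause was not tested, although the median UMI totals of M3 cells (10978.5 in Mock and 10891 in DC3000) lay below those of all kept cells (18778 and 15725).

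Scaling shifted all genes together. TMM gave 1796 higher and 1520 lower genes, with list medians of 0.63 (immunity) and 0.98 (susceptibility), and the median of ratios gave 1815, 1499, 0.64 and 0.98. Of the genes higher by CPM, 1796 stayed at least 2-fold higher under TMM, and all 714 lower genes stayed lower. The filter at 500 UMIs left 430 lower genes, and no filter gave 5138 higher and 1823 lower genes, because fewer or more genes were tested.

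Weighting cells equally gave a median of 1.12 for the susceptibility list. By type, the immunity list was then -0.083 (Immunity), 0.42 (Transition), 0.018 (Susceptibility, a change of sign) and 0.23 (Other), and the susceptibility list was 0.72 (Immunity), 1.34 (Susceptibility) and 0.68 (Other). Without the 8% highest doublet scores, the immunity list was -0.11 (Immunity), 0.30 (Transition), 0.037 (Susceptibility, a change of sign) and 0.23 (Other), the susceptibility list was 1.43 (Transition), 1.43 (Susceptibility) and 0.57 (Other), and Other Mesophyll was 79.5% of Mock cells. The sign of the summed immunity list in Susceptibility Mesophyll thus depends on the setting, and the cause was not tested.

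Diffusion pseudotime kept its order of types. With 20 principal components the medians were 0.855 (Immunity), 0.804 (Transition) and 0.806 (Susceptibility), with another root 0.845, 0.763 and 0.772, and without the listed genes 0.854, 0.785 and 0.803, in the same order of types. The chloroplast difference was -0.18 percentage points as a median per cell and -0.33 in Other Mesophyll, and the unspliced difference was -0.071 as a median per cell and changed sign to 0.0093 in Other Mesophyll. The causes of these moves were not tested.

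None of the 147 alternative values of 21 named genes over all cells changed sign. Of the 24 alternative shares of cells with a reporter UMI, 23 moved, all upward with depth. The counts of PIP genes stayed within 1.5 times, and PIP1;5 kept its side of 1 in both libraries. Depth limits the reporter genes in Mock most, where FRK1 had 57 UMIs in all kept cells.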

Other observations

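In this part, both tests of the Mock cells in M1 to M5 were chosen only after the result was seen, and the readings of the neighbour test and of the correlation between velocity and diffusion order were changed, the latter more than 1 time, once their values were known.

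Mock cells made up 863 of the 4144 cells in clusters M1 to M5. Molecules or cells carried over from DC3000 do not account for them: at the level of DC3000 cells in M1 to M5, these Mock cells would hold 1118 UMIs of AT3G13610, and 0 were found. Placement by the joint embedding cannot be told apart from a state of their own. In the Mock library taken alone, 53.6% (Immunity), 36.3% (Transition) and 35.1% (Susceptibility) of their nearest neighbours were of the same type, at least 4.82-fold the share of the type, but the types were made from the expression of these same cells, so such an excess would arise from any clustering. The clustering without the listed and 2-fold genes left only 6, 17 and 5 Mock cells in the 3 clusters of responsive types that held any. That clustering was made without integration of the libraries, so these counts do not decide the question. The study re-clustered its Mock cells alone and reported that those of M1 to M5 stayed distinct, though more diffuse. It hypothesized that bacteria from the soil or surroundings had elicited a defense response. Such a response in Mock plants remains open and untested here.

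In DC3000, the deposited velocity pseudotime of mesophyll cells was lower in responsive types. Its median was 0.155 in Susceptibility, 0.280 in Transition, 0.522 in Immunity and 0.783 in Other Mesophyll, whereas Mock medians lay between 0.705 and 0.910, with Immunity (0.910) above Other Mesophyll (0.799). The deposited velocity pseudotime over all cells kept this order of DC3000 types, but its medians lay closer together. They were 0.829 in Susceptibility, 0.834 in Transition, 0.842 in Immunity and 0.895 in Other Mesophyll. The deposited mesophyll latent time ordered the DC3000 types differently, with medians of 0.152 in Transition, 0.246 in Susceptibility and 0.478 in Immunity Mesophyll, and the latent time over all cells was lowest in Immunity Mesophyll (0.334). Depth of the cell is argued against, because the rank correlation farthest from 0 within a type was 0.208. The unspliced share of the cell stays open: its correlation was 0.526 in Transition Mesophyll and at most 0.303 in the other types. Whether the velocity order runs opposite to the diffusion order over cells stays undecided. Their rank correlation over cells was -0.488, an inverse relation that just missed the limit of -0.5 set beforehand. Within types it was 0.309 in Other and 0.060 in Transition Mesophyll, against -0.330 in Immunity and -0.697 in Susceptibility Mesophyll. The order of types was not a full reverse, since Immunity Mesophyll lay farthest in diffusion pseudotime without being lowest in velocity pseudotime. Cells are not independent replicates, and how these columns were made is not given in the sources used here. Both orders were computed on 1 time point, so neither gives a direction in time by itself.

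The diffusion order placed Immunity Mesophyll last, at a median of 0.840. The study placed its susceptibility clusters last, with a different method. The direction of the difference held under every setting tried, but diffusion pseudotime measures distance from the root cell. Genes that respond to protoplasting were kept for it, and the study's method was not run here. The study's order also rests on reporter lines imaged over a time course in seedlings. There, the study reported that immune markers fell late in infection, while susceptibility markers were strongly induced at later stages. Data from 1 time point cannot test that.

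A hypothesis tested here was that the immune and susceptibility programs exclude each other in single cells. After thinning to 5000 UMIs, 244 of 5611 DC3000 mesophyll cells held UMIs of FRK1, LipoP1 or CBP60g together with UMIs of EXPA10 or ILL5, which is 0.649 of the number independence gives (0.570 to 0.735) and above the limit of 0.5 set for exclusion. In M1 to M5 alone, whose cells were grouped by genes such as these, the value was 0.458 (0.398 to 0.524). That is below the limit of 0.5, although the interval includes it. The pooled value also counts Other Mesophyll cells, of which only 14.7% held the immune and 6.81% the susceptibility genes. The outcome thus depends on the cells counted and does not settle the hypothesis. Within types the value was 0.821 in Immunity (0.608 to 1.09) and 0.961 in Transition Mesophyll (0.695 to 1.29). It was 0.824 in Susceptibility (0.683 to 0.985) and 1.28 in Other Mesophyll (0.878 to 1.81). Free RNA and doublets could raise the number of such cells, since 1 of 67 DC3000 companion cells held both, and low capture lowers both counts, so the value does not measure shared expression alone.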
